A study of Mus musculus with 4 samples.

How the data were processed

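The series measured gene expression by RNA sequencing in retinas of mouse embryos at embryonic day 19. Per the labels, total RNA came from the retina of individual genotyped embryos, 2 wild-type and 2 homozygous for a deletion of exon 3 of Foxn3, and each library was made with a strand-specific kit and adaptors that carry unique molecular identifiers. Groups and replicate numbers were taken from the sample labels.

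A single table for the whole series was used. It holds whole-number read counts per gene and library, which the authors deposited without normalization, with 1 column per library. Per the labels, each count column belongs to a named sample. The aligner, the counting tool, the genome build, the gene annotation, the use of strand and the use of the molecular identifiers to remove duplicates were not stated. The smallest sum over the 4 libraries was 16 counts, so genes under that sum were not analysed here. The table also holds FPKM values per library, computed by the authors from the counts, which differed from them by a constant factor per library and a gene length; they served here only to derive relative gene lengths. A mean signal per gene, deposited by the authors, equalled the mean of the counts over median-of-ratios size factors to a relative difference of 4.88e-10. The deposited log2 fold changes of the authors were shrunken towards 0: their median ratio to the plain log2 ratio was 0.121 for genes with a low mean signal and 0.933 for genes with a high one. The shrinkage method was not stated. The p-values and adjusted p-values deposited by the authors came without a stated tool; the adjusted value was empty for 3223 genes, all with a mean signal of at most 22.1.

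From the counts, 18471 genes were read; a repeated gene identifier was dropped, and 57 entries without a symbol were kept under their identifier. Genes with low counts were removed with filterByExpr, which left 17300. Counts were scaled with TMM factors and tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, genotype as the only term, two-sided), with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05 on the adjusted p. The planned test was the edgeR 4 quasi-likelihood fit at its defaults. In this version the fitting function still defaults to the earlier fit, so the edgeR 4 fit was set explicitly and the earlier fit is given as an alternative. Standard errors of log2 fold changes were derived from the fold change and the F statistic. CPM values are counts scaled by the TMM-adjusted library size (CPM, as edgeR computes it). The procedure was tested on simulated data: of 17300 simulated genes, 200 had a known change, 91.5% of those were called, and 6 unchanged genes were called. Changed genes were a far smaller share there than called genes were in the data, and the simulated fold sizes are not given here. That check therefore does not give the power or the false calls for the small changes that make up most calls below.

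Shifts of 17 gene lists (516 entries) were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. The groups, tests, gene lists, the rule for naming genes and most processing alternatives were fixed before the data were examined. Genes were named by that rule: Foxn3, its paralogs Foxn1, Foxn2 and Foxn4, the ciliogenesis regulators Foxj1, Rfx1, Rfx2, Rfx3, Rfx4 and Rfx7, and the sex-linked genes Xist, Ddx3y, Eif2s3y and Kdm5d, whatever their values; the 5 called genes per direction with the largest change, a mean of at least 1 CPM and no overlap between the groups; and the 3 members with the smallest p of each list past the threshold. A gene that this rule selects is not reported here. A further 7 marker lists for the closing section were written after the genotype comparison had been seen but before the values of their genes were looked at.

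Alternatives were RLE size factors, total count scaling, no low-count filter, a minimum of 10 counts in every library, DESeq2 1.42.0, limma-voom, the earlier edgeR fit, a minimum log2 fold change of 1, an adjusted p under 0.1, the replicate number as a term, and leaving out each library in turn. Leaving out a library leaves 1 sample in a group, so those fits gave fold changes without a test. Chromosome, neighbouring genes and GC content came from the GENCODE annotation of mouse; since the build of the deposited table was not stated, no coordinates are given.

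Total counts ranged from 22543531 to 29360129 per library. A limit of 3 counts corresponded to 0.102 to 0.133 CPM. Such limits cover counting error only, since it was not stated whether duplicate reads were removed. Figures were drawn with matplotlib 3.10.9.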

Results

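Retinal RNA was compared between mouse embryos labelled wild-type and embryos labelled Foxn3KO, which carry a deletion of exon 3 of the forkhead transcription factor gene Foxn3. The study addresses a transcriptional network that includes Foxn3 and controls primary cilia in the developing retina. Each group had 2 libraries from embryonic day 19. Total counts were 24629737 and 26988053 in the libraries labelled wild-type, and 29360129 and 22543531 in those labelled Foxn3KO. The 10 most abundant genes took 3.52% to 3.84% of the counts, and TMM factors ranged from 0.9921 to 1.0072.

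Replicates were compared with each other before they were averaged. Over 17060 genes, the mean chi-square per gene was 10.04 between the wild-type libraries and 1.89 between the Foxn3KO libraries, above the value of 1 that sampling noise alone gives. Across genotypes it ranged from 19.2 to 28.8. The libraries came from individual embryos according to their labels, and each was counted as a replicate on that ground. The correlation of log CPM across genes, which are not independent replicates, was 0.990 within wild-type, 0.9945 within Foxn3KO and 0.9747 to 0.9805 across genotypes.

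The targeted gene was examined first. Foxn3 (ENSMUSG00000033713) had 2421 and 2712 counts in the libraries labelled wild-type and 4181 and 3219 in those labelled Foxn3KO. This was 98.7 ± 1.55 CPM (SD, n = 2) against 144 ± 0.108 CPM (SD, n = 2), a log2 fold change of 0.54 (SE 0.046, edgeR quasi-likelihood with Benjamini-Hochberg adjustment, adjusted p = 7.83e-08). Total count scaling moved this value most among the tested settings, to 0.52. Gene-level counts do not resolve exon 3, so they neither show nor exclude the deletion. Because the targeted gene was higher in the knockout group, the groups are named by their labels throughout, and each direction below rests on those labels.

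Among the paralogs, Foxn2 rose from 32.5 ± 1.34 to 40.5 ± 2.09 CPM (SD, n = 2 each), a log2 fold change of 0.31 (edgeR quasi-likelihood with Benjamini-Hochberg adjustment, adjusted p = 0.00256). Foxn4 was not distinguishable between the groups, with a log2 fold change of -0.02 (edgeR quasi-likelihood with Benjamini-Hochberg adjustment, adjusted p = 0.776) and a sign that changed when wild-type replicate 2 was left out (0.02). Foxn1 was not analysed here.

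**Figure D1:**
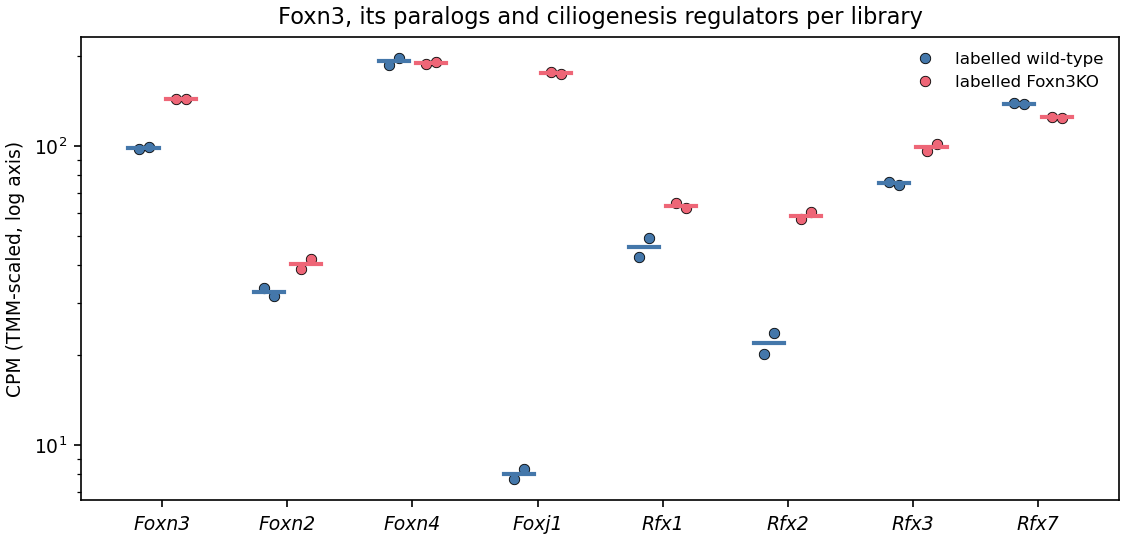
CPM on a log axis of Foxn3, 2 paralogs and 5 ciliogenesis regulators; points are libraries, bars are means of 2 libraries per labelled genotype. Foxj1 lies near 8.01 CPM in the libraries labelled wild-type and 176 CPM in those labelled Foxn3KO, while Foxn4 overlaps.

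The ciliogenesis regulators were compared next. Foxj1 (ENSMUSG00000034227) rose from 8.01 ± 0.436 to 176 ± 1.58 CPM (SD, n = 2 each), a log2 fold change of 4.45 (SE 0.061, edgeR quasi-likelihood with Benjamini-Hochberg adjustment, adjusted p = 1.61e-18). Rfx2 rose from 21.99 ± 2.47 to 58.6 ± 2.31 CPM, a log2 fold change of 1.41 with an edgeR adjusted p of 1.19e-10. Smaller rises were measured for Rfx1 (log2 fold change 0.46, edgeR adjusted p = 6.15e-05) and Rfx3 (0.40, edgeR adjusted p = 1.36e-05). Rfx7 fell by 0.15 on the log2 scale (edgeR adjusted p = 0.0217) and passed the threshold in edgeR but not in DESeq2, where its adjusted p was 0.065. Rfx4 was not analysed here.

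Across the transcriptome, 3795 of 17300 tested genes (21.9%) had an adjusted p under 0.05 by edgeR quasi-likelihood with Benjamini-Hochberg adjustment. Of these, 2123 were higher and 1672 lower in the libraries labelled Foxn3KO. DESeq2 moved this count most among the tests at the same threshold, to 2437 genes, of which 2436 were also called by edgeR. Most changes were small: 2786 of the calls (73.4%) were under 1.5-fold. A log2 fold change of at least 1 was reached by 568 calls, 494 higher and 74 lower. More than 4-fold changes were found for 208 genes that were higher and 3 that were lower: Slc15a2, Xist and Htr3a. Htr3a, named after its values were seen, had a log2 fold change of -2.12 from a mean of 0.944 CPM in the libraries labelled wild-type. The median log2 fold change of all tested genes was -0.00470. Without a test, 781 genes differed by more than 2-fold, 602 higher and 179 lower.

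**Figure D2:**
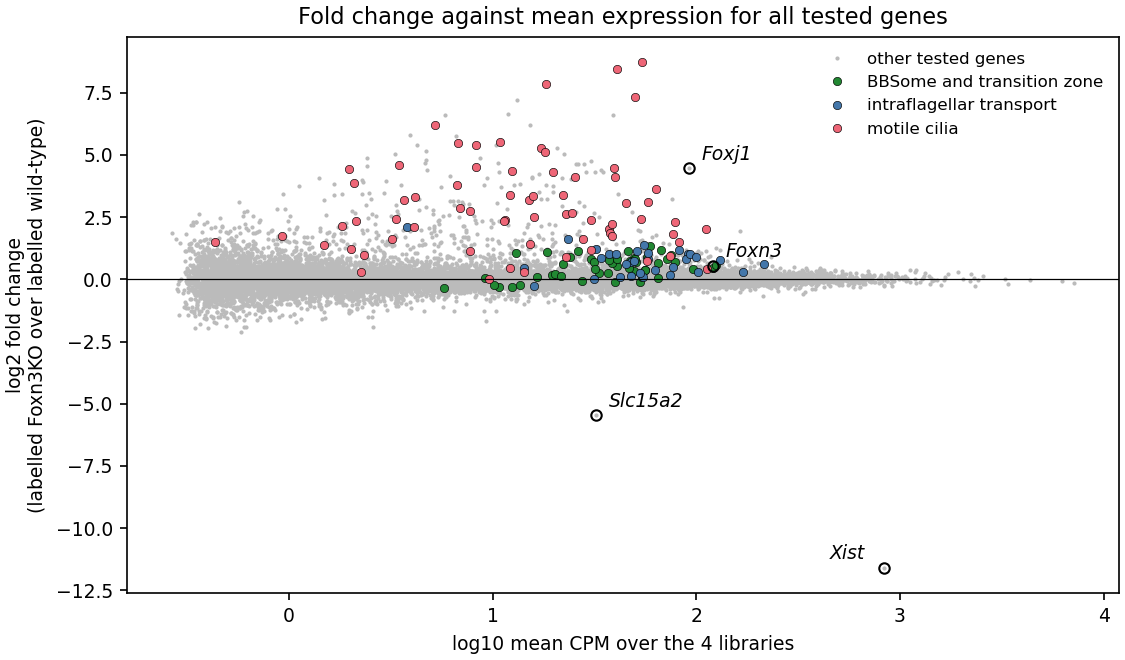
Log2 fold change (labelled Foxn3KO over labelled wild-type) against log10 mean CPM for the 17300 tested genes, 1 point per gene, with members of 3 cilia lists coloured. Most motile cilia genes lie above 0 (median 2.48); the low Xist point rests on 1 wild-type library.

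The called genes with the largest rises were Cfap65, Cfap44, Cfap52, Dnah10 and Armc3, with log2 fold changes of 8.73, 8.43, 7.84, 7.32 and 7.21. Cfap65 had 10 and 3 counts in the libraries labelled wild-type and 3107 and 2459 in those labelled Foxn3KO. The largest of their edgeR adjusted p-values was 7.99e-15. The sizes of these folds depend on few counts in the wild-type libraries.

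Among the genes that fell, Slc15a2 (ENSMUSG00000022899) dropped from 63.2 ± 15.8 to 1.42 ± 0.233 CPM (SD, n = 2 each). Its log2 fold change was -5.46 (SE 0.163, edgeR quasi-likelihood with Benjamini-Hochberg adjustment, adjusted p = 3.38e-14). Among the other called genes with a mean of at least 1 CPM and no overlap between the groups, the next falls were Gm45632 (-1.72), Erdr1y (-1.67), Upk3b (-1.61) and Gm47963 (-1.59). Gm45632, Upk3b and Gm47963 had means of at most 2.19 CPM in the libraries labelled wild-type. Wild-type replicate 1 decided the value of Erdr1y, whose log2 fold change was -0.15 without it, and Erdr1y did not pass in DESeq2 (adjusted p = 0.306). Reads of Erdr1y may be split with a near-identical copy, so its value is uncertain. Without wild-type replicate 1, Gm47963 had a log2 fold change of -0.87.

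Sex-linked transcripts separated 1 library from the others. Xist had 83073 counts in wild-type replicate 1 and 17, 19 and 9 in the other 3 libraries. Ddx3y, Eif2s3y and Kdm5d had 0 counts in wild-type replicate 1 and 1461 to 2317 in the others. The Xist log2 fold change of -11.58 (edgeR adjusted p = 0.000667) therefore rests on that library and was -0.20 without it. Ddx3y, Eif2s3y and Kdm5d did not pass the threshold (edgeR adjusted p = 0.440, 0.377 and 0.502). With sex pattern as a term, the genotype difference would rest on 1 wild-type library against 2 Foxn3KO libraries. That fit was not run, and fold changes without wild-type replicate 1 are given without a test.

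The title of the series names primary cilia, so lists of cilia genes were compared with lists of the Hedgehog pathway, retinal cell classes and neighbouring tissues. Of 17 lists, 6 had an adjusted p under 0.05 by camera in limma with Benjamini-Hochberg adjustment. Under fry 5 of these held and the lens list was lost (adjusted p = 0.132); with an estimated correlation only the motile cilia list held (adjusted p = 0.0476). All 6 were higher in the libraries labelled Foxn3KO.

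**Figure D3:**
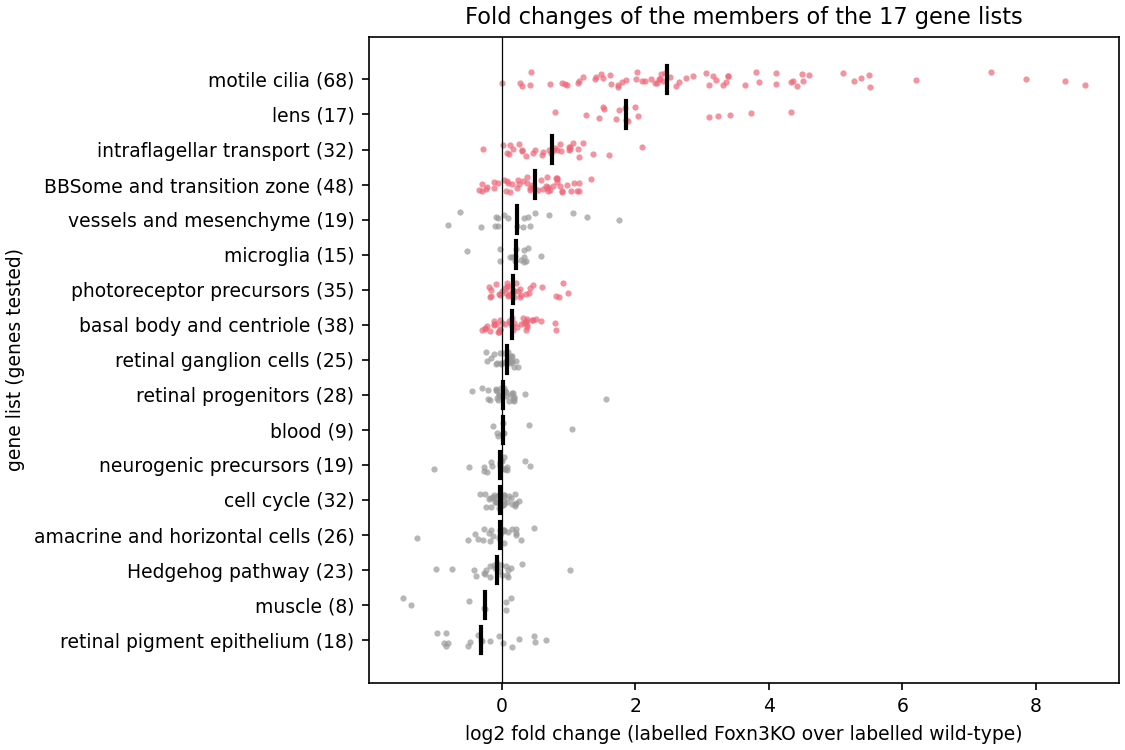
Log2 fold change (labelled Foxn3KO over labelled wild-type) of each member of the 17 gene lists; points are genes, black bars are medians, red marks lists with a camera adjusted p under 0.05, and the number of tested genes is in parentheses. The motile cilia list has the highest median (2.48). The lens median depends on the wild-type library used: it was 1.09 without wild-type replicate 1 and 6.80 without wild-type replicate 2.

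The motile cilia list had a median log2 fold change of 2.48 over 68 tested genes (camera adjusted p = 8.34e-47). Of these, 65 were called over all tested genes, each higher in the libraries labelled Foxn3KO, and 66 when adjusted over the list alone. Its members with the smallest p were Dnah10 (7.32), Cfap44 (8.43) and Tekt1 (3.64). Intraflagellar transport genes had a median of 0.75 over 32 genes (camera adjusted p = 9.47e-17), with 28 called, 27 of them higher, and 28 when adjusted over the list alone. Dync2i1 rose by 1.37, Ift122 by 1.16 and Wdr35 by 1.03 on the log2 scale. The BBSome and transition zone list had a median of 0.50 over 48 genes (camera adjusted p = 7.97e-12), with 34 called, 33 of them higher, and 36 when adjusted over the list alone. Tctn2 (1.34), Tmem107 (1.16) and Tctn3 (1.12) had its smallest p-values. The basal body and centriole list shifted least, with a median of 0.15 over 38 genes (camera adjusted p = 0.00995); 19 members were called higher and 4 lower, and 26 were called when adjusted over the list alone. Cep41 (0.82), Cetn2 (0.79) and Odf2 (0.47) had the smallest p-values of this list.

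Photoreceptor precursor genes had a median log2 fold change of 0.17 over 35 genes (camera adjusted p = 0.000319), with 16 called higher and 3 lower, and 22 called when adjusted over the list alone. Sag rose by 0.99, Gngt2 by 0.46 and Tulp1 by 0.37 on the log2 scale. The lens list had a median of 1.86 over 17 genes (camera adjusted p = 0.000140), with 15 called, all higher, and 16 when adjusted over the list alone. Its median depended on the wild-type library used: it was 1.09 without wild-type replicate 1 and 6.80 without wild-type replicate 2. Mip rose by 3.42 and Bfsp1 by 1.45 on the log2 scale, from means of 0.372 and 2.93 CPM.

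**Figure D4:**
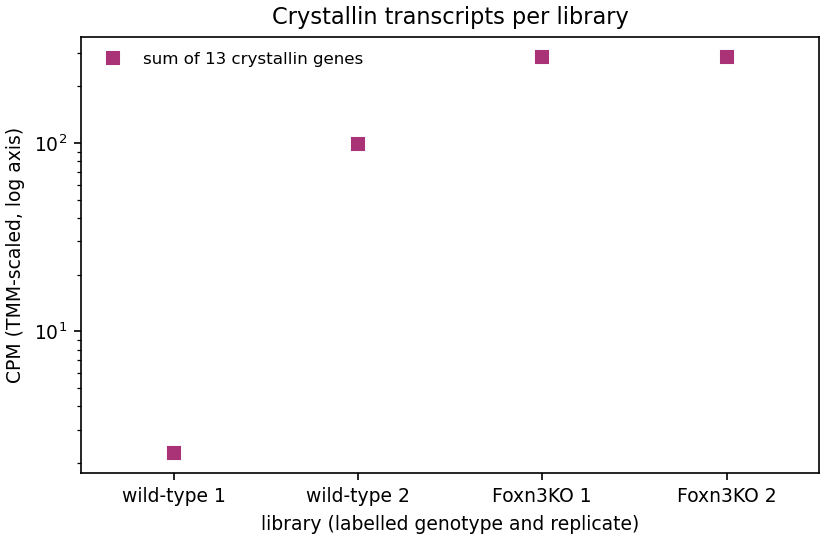
CPM on a log axis of the sum of 13 crystallin genes, 1 point per library. The sum is 2.26 and 98.9 CPM in the libraries labelled wild-type and 286 and 287 CPM in those labelled Foxn3KO.

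The other 11 lists did not pass. The Hedgehog pathway list had a median of -0.08 over 23 genes (camera adjusted p = 0.106), with 8 members called lower and 1 higher, and 9 called when adjusted over the list alone. Some members were named after their values were seen. Gli1 had a log2 fold change of -0.74 (edgeR adjusted p = 7.92e-10), Gas1 -0.41 and Hhip -0.39. Ptch1 was not called (-0.07, edgeR adjusted p = 0.265), and the member called higher was Iqce (1.01). The median of this list therefore does not show that its members were unchanged. Medians were 0.01 for retinal progenitors, -0.02 for neurogenic precursors, 0.07 for retinal ganglion cells, -0.03 for amacrine and horizontal cells and -0.02 for the cell cycle. Those of neighbouring tissues were -0.30 for retinal pigment epithelium, 0.22 for vessels and mesenchyme, 0.21 for microglia, 0.01 for blood and -0.26 for muscle. Several of these medians moved when 1 library was left out. Without wild-type replicate 1 the median was -0.13 for the Hedgehog pathway, 0.0148 for retinal ganglion cells and 0.0187 for vessels and mesenchyme. Without wild-type replicate 2 it was -0.0521 for retinal pigment epithelium, -0.0433 for neurogenic precursors and 0.14 for retinal ganglion cells. Retinal progenitors moved to 0.0233 without Foxn3KO replicate 2. The amacrine and horizontal cell, blood, cell cycle and vessel medians changed sign when a library was left out. The smallest camera adjusted p among these 10 lists was 0.0708, for microglia.

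The authors' deposited table was compared with these calls. In the authors' deposited table, 2437 genes had an adjusted p under 0.05, 1535 higher and 902 lower, and 2436 of them were called here by edgeR. Of the 1359 genes called only here, 1277 had an adjusted p of 0.05 or more in the authors' deposited table and 82 had none. With DESeq2 in place of edgeR, 2437 genes were called here, and these include all 2437 genes called in the authors' deposited table. The authors' deposited table gives Foxn3 a log2 fold change of 0.53 with an adjusted p of 3.38e-17, and Slc15a2 -5.43 with 1.17e-53. DESeq2 here gave both genes the same adjusted p to the digits shown, and also left 3223 genes without an adjusted p. The match of its calls to those of the authors is therefore no independent check.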

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

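The count of genes with an adjusted p under 0.05 was within 1.5 times of 3795 under RLE size factors (3800), total count scaling (3976), no low-count filter (3855), at least 10 counts in every library (3849), limma-voom (3794), the earlier edgeR fit (3737) and an adjusted p under 0.1 (4932). DESeq2 called 2437 genes, 1535 higher and 902 lower; the cause was not tested. A minimum log2 fold change of 1 left 568, as its construction requires. Total count scaling moved the share of calls that were higher from 55.9% to 48.2%, with a median log2 fold change of -0.03 over all genes. Removing the genes on X and Y, an alternative chosen after seeing the data, left 3663 calls.

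The shared replicate numbers do not pair the samples: over 17300 genes, the correlation of the difference between replicates in both groups was -0.0083. With the replicate block, 4222 genes were called, 3791 of them shared with the 3795. Ddx3y, Eif2s3y and Kdm5d passed the threshold under the replicate block and under limma-voom.

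With an estimated correlation, 1 of the 17 lists passed. The medians are those of the same genes, 0.153 for basal body and centriole, 0.502 for BBSome and transition zone and 0.751 for intraflagellar transport, and none of these passed (adjusted p = 0.339, 0.234 and 0.0870). Under total count scaling, the medians of blood (-0.00785) and retinal progenitors (-0.0055) changed sign; neither passed under any scaling.

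Leaving out each library in turn gave fold changes without a test. Foxn3 ranged from 0.526 to 0.557. Medians ranged from 2.45 to 2.62 for motile cilia, 0.465 to 0.545 for BBSome and transition zone and 0.128 to 0.183 for basal body and centriole. Genes beyond 2-fold numbered 921 to 981. Sign changes occurred in values near 0 or set by 1 library: amacrine and horizontal cells (-0.0622 to 0.0320), blood (-0.394 to 0.767), cell cycle (-0.0238 to 0.00391), vessels and mesenchyme (-0.0754 to 0.263), Foxn4 (-0.0580 to 0.0158), Ddx3y (-0.0271 to 13.98) and Kdm5d (-0.157 to 13.67). For Ddx3y and Kdm5d the negative value is without wild-type replicate 1.

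Over the named genes and the lists outside the cilia lists, the tested alternatives gave 7 weaker and 6 stronger results, 2 reversed and 312 the same. For the same genes and lists, leaving out a library moved 35 values and reversed 8, and the other values stayed within the spread between replicates. The weaker ones were the lens list (fry and estimated correlation), photoreceptor precursors (estimated correlation), Rfx7 (DESeq2), Xist (limma-voom) and Erdr1y (DESeq2 and limma-voom). The planned pseudocount alternative was not run, because it applied only to a table without counts. The depth limits folds of genes near 3 counts, such as Cfap65 in the libraries labelled wild-type.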

Other observations

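The tests on sex, library scaling, label exchange, other splits, overlapping genes, read-through and replicate noise were chosen after the result they bear on was seen. For the neighbours of Slc15a2, the deciding value was replaced after a first run, and both values are given.

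Of the 3 splits of the 4 libraries into 2 and 2, 1 gave as many calls, the labelled one. The other splits gave 0 calls each, with 72 and 93 genes at an unadjusted p under 0.05 against 5803. Each of them put 1 library of each labelled genotype in each group, so the genotype difference entered the spread within groups. Few calls follow from that construction, and these splits do not show how many calls would arise without a genotype difference. With 3 splits no share under 0.05 can be had. Wild-type replicate 1 differs in sex pattern from the other libraries. Genes on X and Y were called at 23.7% against 22.3% on autosomes (Fisher's exact test, two-sided, p = 0.469). This cannot decide on a sex effect, on X and Y or elsewhere. With 1 wild-type library differing, a sex-dependent gene gains spread within its group and can be missed. Ddx3y, Eif2s3y and Kdm5d were missed in this way, although Xist was called. A sex difference does not account for the cilia genes: against wild-type replicate 2 alone, the median of the motile cilia list was 2.51. Variants linked to the targeted locus would act near it. Of the 100 tested genes nearest to Foxn3, 28 were called, 28% against 21.9% elsewhere (Fisher's exact test, two-sided, p = 0.146). This neither shows nor excludes a contribution of linked variants.

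Higher Foxn3 counts in the libraries labelled Foxn3KO have several candidate explanations. An exchange of labels cannot be told apart from a rise of the mutant transcript by the log2 fold change of 0.541, since gene counts do not resolve exon 3. A change of the whole region also stays open. The 10 nearest tested genes had a median of 0.1501 with members going both ways, from -0.73 to 1.88. Restricting them to the 4 neighbours with a mean of at least 10 CPM, a choice made after their values were seen, gave 0.0958: Ttc8 0.45, Tdp1 0.12, Efcab11 0.07 and Eml5 -0.19.

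The rise of motile cilia and intraflagellar transport genes was set against technical sources. Under RLE and total count scaling the lowest median of the intraflagellar transport list was 0.731. Among 10000 random lists matched on expression, length and GC content the highest median was 0.1003 for that list, and none reached the observed medians of the 4 cilia lists. Tissue with motile cilia mixed into the samples may raise such genes, but would bring its other abundant transcripts. The medians were -0.07 for 13 choroid plexus genes, -0.23 for 9 airway and nasal genes and 0.0906 for 13 ependymal genes. Members went both ways, so these medians do not exclude such tissue. Called higher and lower were 3 and 4 choroid plexus, 2 and 1 airway and nasal, and 5 and 1 ependymal genes. The most abundant members of the lists were Otx2 (-0.02), Aldh1a1 (0.65) and Nnat (0.02), and Ttr fell by 0.83. The retina expresses several of these genes, such as Otx2 and Nnat, and 4 are in another list. Folr1 (1.94), Cdh1 (2.23), Aqp1 (1.22) and Igfbp5 (1.26) rose, and other ciliated tissues were not tested. A multiciliated fate programme stays open: its 10 genes had a median of 0.200, with Ccno (3.14), Deup1 (1.73) and Rfx2 (1.41) higher and Myb (-0.03), Foxn4 (-0.02) and Trp73 (-0.28) not. The rise followed the labels, with 65 of 68 motile cilia genes called higher; that the genotype itself raises them remains a hypothesis, with 2 embryos per group.

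Head to head neighbours of strongly raised genes were raised more often than those of unchanged genes. For 178 genes raised over 4-fold, 24 of 36 head to head neighbours within 1 kb, themselves neither raised over 4-fold nor in a cilia list, were called higher and 0 lower. For neighbours of 2000 unchanged genes it was 37 of 395 (Fisher's exact test, two-sided, p = 1.73e-14, adjusted p = 5.19e-14 over 3 tests). Reads shared between annotated overlapping genes do not account for all of it, since 18 of 29 pairs without overlap were higher against 25 of 245 (Fisher's exact test, p = 1.06e-09, adjusted p = 1.59e-09). Unannotated overlap stays open, as the use of strand in counting was not stated. Of 19 downstream neighbours on the same strand, 2 (10.5%) were higher and 4 lower, with a median of 0.02, against 8.14% higher beside unchanged genes (Fisher's exact test, p = 0.664), too few to decide on read-through. Shared promoter regions may be involved, which was not tested.

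Lens transcripts may come from lens tissue left on the retina. The 13 crystallins had a median log2 fold change of 1.84, and their summed CPM was 2.26 and 98.9 in the libraries labelled wild-type and 286 and 287 in those labelled Foxn3KO; without wild-type replicate 1 the median was 0.897. Gamma crystallins are similar in sequence, and reads may be split among them. Between the wild-type libraries the crystallin sum differed 43.8-fold, and from wild-type replicate 2 to the Foxn3KO mean it rose 2.90-fold.

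The fall of Slc15a2 was set against a change of its region. Its 10 nearest genes had a median of -0.03 and a lowest value of -0.461, far from -5.46; a change within Slc15a2 itself was not tested.

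The photoreceptor list may reflect more precursors or cilium genes. Its 27 regulators and phototransduction genes had a median of 0.174 and its 8 cilium or outer segment genes 0.162, so the 2 cannot be told apart. The wild-type libraries differed from each other more than the Foxn3KO libraries, with a mean chi-square of 10.04 against 1.89 over all genes. Over autosomal genes it was 4.22 against 1.82, so genes on X and Y or without an assigned chromosome make up most of the gap in the mean, but not the remainder. A sex difference in autosomal genes and dissection may contribute.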
